A study of Mus musculus with 32 samples. Its data were reported in "An epigenetic switch in vascular phenotype augments anti-tumor immunity" (2026).

How the data were processed

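Bulk RNA-seq was made from a mouse lung endothelial cell (EC) line given a control siRNA (si-control) or siRNA against Dnmt1 (si-dnmt) and then no cytokine, TNF, IFN or TNF + IFN. TNF stands for TNFα at 10 ng/mL and IFN for IFNγ at 1000 U/mL, both for 16 h according to the study's methods. The 8 groups held 4 libraries each, 32 in all, which the study describes as biological replicates. The labels number the replicates of each group from 1 to 4 and give no day or batch.

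The authors deposited 1 table of gene counts per library and 1 table that merges the libraries by gene symbol. By their names, the deposited tables hold whole counts made with featureCounts from trimmed reads, with no normalization. The aligner, the genome build, the annotation and the strand setting of the counting are not given in the sources used here, so no coordinates are printed. Each per-library table listed 54532 gene identifiers with symbols, of which 54409 were found in GENCODE M21 and 53842 carried the same symbol there. The merged table held 54429 symbols and equalled the sum of the per-library tables by symbol, with 0 cells differing. A symbol was shared with another identifier by 203 identifiers, and 0 rows lacked a gene name. Without the strand setting, reads of a gene and of an overlapping or antisense gene cannot be told apart, and near-identical paralogs can share reads. The values of H2-Aa, H2-Ab1, Gbp2, Gbp8, Ly6i, Apol10b and of predicted genes with Gm names are uncertain for this reason.

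Total counts ranged from 17362546 to 33500030 per library (median 20859668). Between 19607 and 22579 genes had at least 1 count. The 10 most abundant genes took 5.99% to 8.34% of the counts, and mitochondrial genes took 2.13% to 5.77%. All analysis started from the per-library counts. Genes were kept with edgeR's filterByExpr at a minimum count of 10 over the 8 groups, which left 15254 genes holding at least 99.9% of the counts of every library. Scaling used TMM factors (0.880 to 1.09). A count of 0 in a library was taken to allow up to 3 counts, which is a mean of 0.142 CPM (counts scaled by library total) in the si-control group. Lower bounds of folds use this floor per library, and ratios against a group in which every library held 3 counts or fewer, and not all held 0, carry 95% exact Poisson intervals over the group's summed counts. Bounds and intervals cover counting error only.

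All 32 libraries were fitted in 1 model with 8 group means by edgeR 4.0.16 in R 4.3.3. Each contrast was tested by edgeR's two-sided quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p under 0.05. Adjusted p and log2 fold changes (± SE) of genes come from this test unless another is named. The SE was derived as the absolute log2 fold change over the square root of F. It is thus an approximate value and not a fitted standard error. The contrasts were si-dnmt against si-control in each of the 4 cytokine states, each cytokine state against none under each siRNA, the interaction of the siRNA with each cytokine state, the TNF-by-IFN interaction under each siRNA, and the three-way interaction. CPM values are group means ± SD (n = 4) scaled with the TMM factors.

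Gene lists were fixed before the data were examined, as were the tests, the contrasts, the naming rule and the alternatives, apart from those stated otherwise. The 6 lists were co-stimulation (7 of 12 genes tested), T-cell trafficking (13 of 16), interferon response (44 of 44), TNF response (25 of 25), germline (1 of 20) and cell cycle (20 of 20). They share genes with the study's interests: Icosl, Tnfsf4 and Cd40 were chosen by the study on these samples, so the co-stimulation list is not independent evidence. Each list was tested by limma 3.58.1 camera on edgeR's fit, with a preset correlation between genes of 0.01, in 3 contrasts, and the 18 tests were adjusted together. Camera compares a list with the other genes. The same tests were run with an estimated correlation and with fry, which asks whether the genes of a list moved, on balance, one way. A further 7 lists (NRF2 targets, hypoxia, sterol synthesis, epithelial cells, fibroblasts, leukocytes and pericytes) were written after the data were seen, to test explanations. The values of 1 gene are not reported here.

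An induced-gene score was the mean log2 CPM (prior count 2) of the 1486 genes called and raised at least 2-fold by TNF + IFN in the response averaged over both siRNAs, so that the choice of genes favours neither siRNA. The si-dnmt and si-control libraries of a state were compared by a two-sided exact permutation test over the 70 assignments of 8 libraries, whose smallest p is 0.0286, and the 4 tests were adjusted together.

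Genes are named by a rule. Part 1 is a fixed list of 12 genes: Dnmt1, Icosl, Tnfsf4, Cd40, Cxcl9, Cxcl10, Vcam1, Icam1, Sele, Cd274, Cdh5 and Pecam1. Part 2 takes the 5 largest rises and 5 largest falls with si-dnmt under TNF + IFN. Part 3 takes the 3 largest each way in the other siRNA contrasts, in the cytokine contrasts of si-control and in the interactions. Part 4 takes the 3 largest each way by mean log2 fold change among genes called in the same direction in all 4 siRNA contrasts. Parts 2 to 4 need an adjusted p under 0.05, a mean of at least 1 CPM over the libraries of the contrast and, except for interactions, no overlap of the libraries of both groups, and leave out Dnmt1. Ascc3, Ube2l6, Gbp2, Apol10b and Psmb9 were named after their values were seen, to complete short lists of calls, as were the genes that differed most between replicate sets and the most abundant genes of the lists written later.

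Replicate numbers are shared by the groups, so deviations from the group means were correlated between libraries. In every pair of groups compared, libraries with the same number correlated at 0.299 to 0.617. Libraries of different numbers within replicates 1 and 2, or within replicates 3 and 4, correlated nearly as well (0.300 to 0.564), and libraries across these sets correlated negatively (−0.590 to −0.301). In each comparison 1 to 6 of the 8 libraries correlated best with their own number. Within a group, the chi-square per degree of freedom between 2 libraries (genes with at least 20 summed counts) was 3.63 to 41.6 for the 16 pairs inside a set and 49.6 to 104 for the 32 pairs across the sets. The numbers therefore pair the libraries by the rule that every correlation exceeds 0.1, which rests on the data and not on the labels, and they do so because they stand for a set. What the sets are is not given in the sources used here. The model above holds no term for them.

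Each result was recomputed with DESeq2 size factors, no low-count filter, the replicate number as a block, the groups of the contrast alone, the merged table, an added limit of 1 on the absolute log2 fold change, DESeq2 1.42.0 in place of edgeR, and each library left out in turn. Lists were also tested with an estimated correlation and fry, and scores with the median over genes and with genes raised at least 4-fold. A term for the set, replicates 1 and 2 alone, and replicates 3 and 4 alone were added after the data were seen. For explanations, counts were also thinned at random (seed 1) to the lowest library total. Sample labels were reassigned in all 35 splits for contrasts of 8 libraries, and in 100 drawn splits for interactions and for the sets.

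The procedure was tested on simulated counts of 15254 genes with 50 changed genes per fold size. For si-dnmt against si-control under TNF + IFN it recovered 24% of changes of 0.5 in log2, 70% of 1, 90% of 2 and 92% of 3. For the interaction of the siRNA with TNF + IFN it recovered 16%, 52%, 70% and 88%. False calls were 5.48% and 5.83% of the calls. A simulated rise of the interferon response list was recovered by camera (adjusted p = 8.81e-127), and the other 5 lists had adjusted p of at least 0.758. The simulated genes were drawn independently and without replicate sets. In the real libraries the estimated correlation of the interferon response list without cytokine was 0.673. The simulation therefore cannot show how often camera with the preset correlation calls lists of correlated genes falsely.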

Results

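Libraries came from cultured lung ECs (the Veravec line) in a design of 2 siRNAs by 4 cytokine states, with 4 replicates in each of 8 groups. The total count per library was 19048427 to 22146647 in si-control, 20904131 to 22677895 in si-control + TNF, 18749380 to 20957935 in si-control + IFN and 17734651 to 23657734 in si-control + TNF + IFN. It was 21312850 to 26901175 in si-dnmt, 17952470 to 20427099 in si-dnmt + TNF, 17908206 to 33500030 in si-dnmt + IFN and 17362546 to 20703292 in si-dnmt + TNF + IFN. The first 4 principal components of log2 CPM held 36.4%, 18.7%, 12.1% and 9.81% of the variance. Within every group, replicates 3 and 4 lay lower on component 2 and higher on component 4 than replicates 1 and 2. The study describes the replicates as biological and does not say what separates replicates 1 and 2 from 3 and 4, so results below are also given within each of these replicate sets. The p of a fit in 1 set measures only the small spread between libraries of that set. It does not measure the spread between the sets, and the block takes their mean difference out of the spread. Calls from these fits therefore do not show that an effect would recur in a further set.

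**Figure D1:**
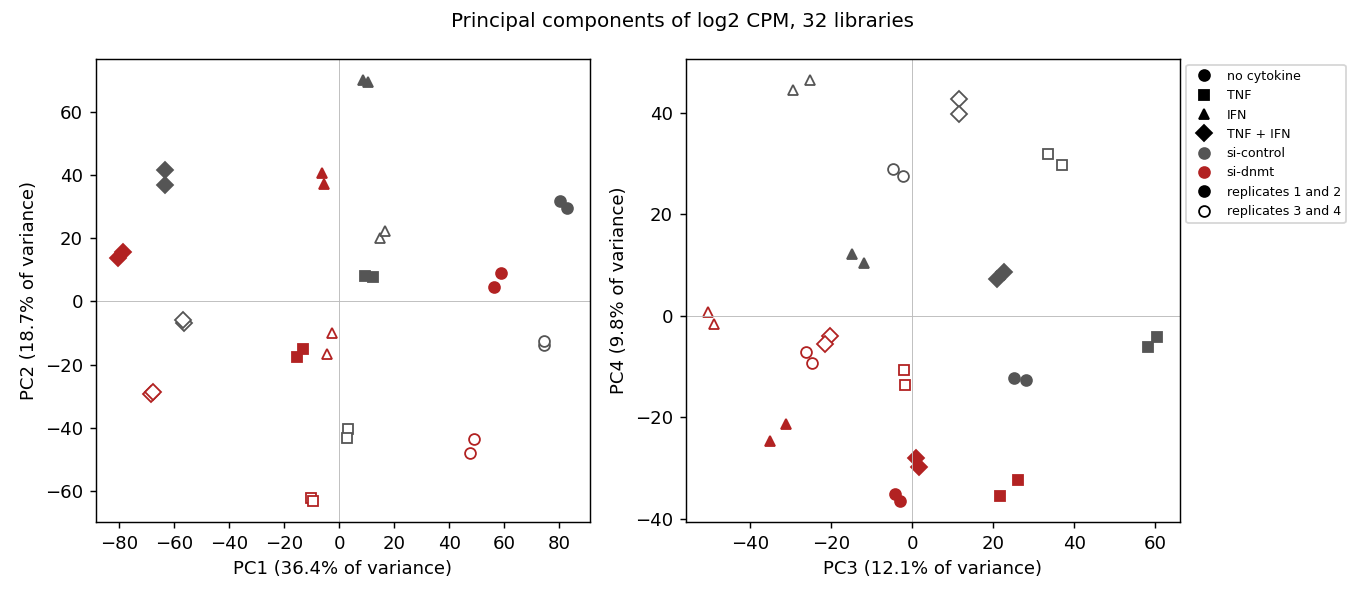
Principal components 1 to 4 of log2 CPM for the 32 libraries, with each axis giving its share of the variance, shapes for the cytokine states, grey for si-control and red for si-dnmt, filled points for replicates 1 and 2 and open points for replicates 3 and 4. Replicates 3 and 4 lie lower on component 2 and higher on component 4 within every group.

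Dnmt1 (ENSMUSG00000004099), the target of the siRNA, was examined first in every library. In si-control it measured 90.1, 89.1, 153 and 148 CPM in replicates 1 to 4. With TNF these values were 157, 156, 185 and 190 CPM, with IFN 86.6, 86.5, 170 and 176 CPM, and with TNF + IFN 143, 150, 211 and 203 CPM. In si-dnmt, replicates 1 to 4 measured 10.3, 12.4, 6.45 and 6.53 CPM. With TNF they measured 16.0, 14.97, 6.97 and 9.20 CPM, with IFN 11.7, 11.1, 5.11 and 5.80 CPM, and with TNF + IFN 17.3, 13.1, 5.84 and 5.78 CPM. Every si-dnmt library thus lay below every si-control library, in the direction of its label. The level fitted by edgeR was 13.5-fold lower without cytokine, 14.6-fold lower with TNF, 15.5-fold lower with IFN and 16.9-fold lower with TNF + IFN. The edgeR log2 fold change was −3.76 ± 0.37 (SE, adjusted p = 4.77e-08) without cytokine, −3.87 ± 0.37 (adjusted p = 3.09e-08) with TNF, −3.95 ± 0.38 (adjusted p = 2.72e-08) with IFN and −4.08 ± 0.38 (adjusted p = 3.22e-08) with TNF + IFN. The alternative that moved it most was the replicate set: in the same order it was −2.97, −3.34, −2.94 and −3.27 in replicates 1 and 2 alone, and −4.54, −4.54, −4.97 and −5.16 in replicates 3 and 4 alone.

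**Figure D2:**
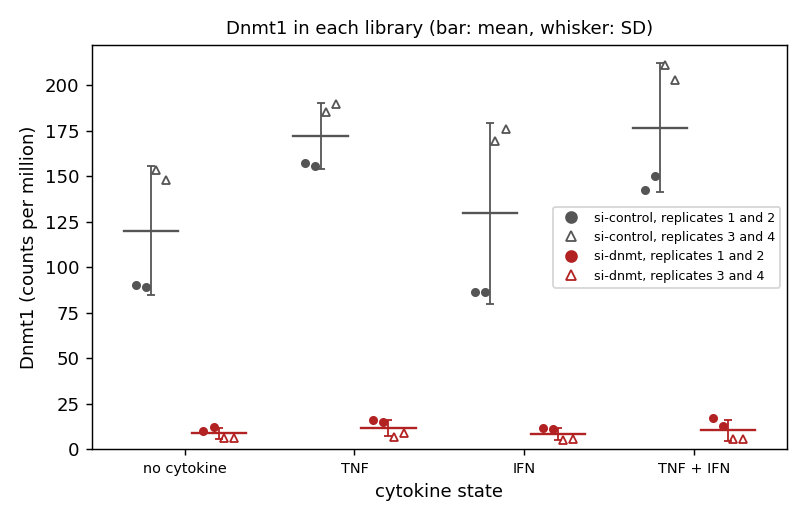
Dnmt1 in CPM for each of the 32 libraries by cytokine state, grey for si-control and red for si-dnmt, with filled circles for replicates 1 and 2, open triangles for replicates 3 and 4, bars for the group means and whiskers for the SD. The si-control libraries lie between 86.5 and 211 CPM and the si-dnmt libraries between 5.11 and 17.3 CPM.

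The first question was which genes respond to loss of Dnmt1 in ECs, with and without the cytokines that the study combined. Without cytokine, 2816 of 15254 genes were called between si-dnmt and si-control, 1461 higher and 1355 lower. With TNF 3050 genes were called (1587 higher, 1463 lower), with IFN 3103 (1648 higher, 1455 lower) and with TNF + IFN 2699 (1369 higher, 1330 lower). With an absolute log2 fold change of at least 1 as a further condition, 616, 676, 636 and 592 genes were called in the same order. Among alternatives with the same threshold, replicates 3 and 4 alone moved these counts most, to 5543, 5521, 5853 and 5497 genes. The replicate number as a block gave 4941, 5097, 5258 and 4694 genes. Within replicates 1 and 2 alone, 3674, 4015, 3877 and 3650 genes were called. The 4 contrasts use separate libraries, and 597 genes were called higher in all 4 of them and 547 lower, where independent lists of these sizes would share 1.47 and 1.08. The contrasts share 1 estimate of the spread per gene and the same replicate sets. Their lists are therefore not independent, and the comparison with 1.47 and 1.08 overstates the agreement. At least 1 contrast called 2751 genes higher and 2579 lower, and 18 genes were called in opposite directions in different contrasts.

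**Figure D3:**
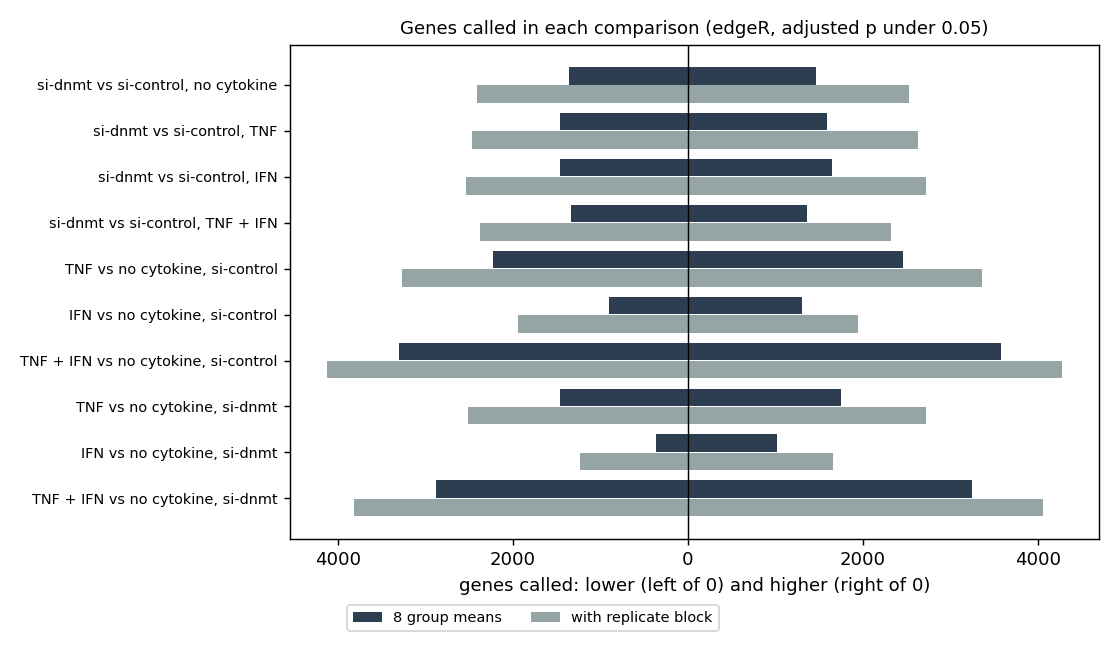
Number of genes called at an adjusted p under 0.05 by edgeR in the 10 siRNA and cytokine contrasts, lower to the left of 0 and higher to the right, with dark bars for the fit of 8 group means and light bars for the fit with the replicate block. With 8 group means, TNF + IFN against no cytokine in si-control has the most genes (6889) and the siRNA contrasts have 2699 to 3103, and every contrast has more with the block.

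Under TNF + IFN, the state the study examined most closely, the named rises with si-dnmt began with Tnf (ENSMUSG00000024401), which was 0.141 ± 0.0766 CPM (SD, n = 4) in si-control and 3.40 ± 1.64 CPM in si-dnmt. Its log2 fold change was 4.50 ± 0.64 (SE, adjusted p = 1.92e-05). Bank1 rose from 0.126 ± 0.101 to 2.50 ± 0.650 CPM (4.19 ± 0.59, adjusted p = 9.03e-06), and Lhx2 from 0.219 ± 0.115 to 3.59 ± 0.686 CPM (3.97 ± 0.52, adjusted p = 1.30e-05). Nox1 rose from 1.13 ± 0.343 to 16.5 ± 10.0 CPM (3.85 ± 0.60, adjusted p = 3.54e-05). Icosl rose from 0.861 ± 0.285 to 10.7 ± 1.22 CPM (3.61 ± 0.40, adjusted p = 3.20e-07). The falls were led by Gja4, from 2.68 ± 0.352 to 0.297 ± 0.225 CPM (−3.14 ± 0.53, adjusted p = 0.000163), and Calcb, from 2.27 ± 0.266 to 0.372 ± 0.264 CPM (−2.62 ± 0.56, adjusted p = 0.00130). Selenbp1 fell from 9.73 ± 6.37 to 1.65 ± 0.616 CPM (−2.57 ± 0.38, adjusted p = 2.10e-05). Vldlr fell from 23.7 ± 6.74 to 4.07 ± 0.882 CPM (−2.53 ± 0.56, adjusted p = 0.00183) and Mmp13 from 39.3 ± 19.13 to 6.85 ± 1.56 CPM (−2.52 ± 0.29, adjusted p = 4.88e-07). The naming rule was met by 1077 genes higher and 1109 lower.

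In the other states the named genes were as follows. Without cytokine, si-dnmt raised Sstr5 (log2 fold change 4.04 ± 0.64, adjusted p = 4.40e-05), P2rx7 (3.87 ± 0.71, adjusted p = 0.000255) and Ubd (3.79 ± 0.79, adjusted p = 0.00105). It lowered Aqp1 from 223 ± 8.95 to 35.2 ± 23.0 CPM (−2.67 ± 0.45, adjusted p = 0.000116), Grem1 (−2.48 ± 0.33, adjusted p = 5.14e-06) and Btnl9 (−2.36 ± 0.59, adjusted p = 0.00481). With TNF it raised Ctss (4.23 ± 0.57, adjusted p = 4.49e-06), Casp1 (3.99 ± 0.37, adjusted p = 2.18e-08) and Gm10851 (3.82 ± 0.46, adjusted p = 8.85e-07) and lowered Aqp1 (−2.80 ± 0.56, adjusted p = 0.000594), Ptgds (−2.51 ± 0.65, adjusted p = 0.00635) and St8sia4 (−2.26 ± 0.74, adjusted p = 0.0311). The call of St8sia4 was lost without si-control + TNF replicate 1 or 2 or si-dnmt + TNF replicate 3 or 4 (−2.03 to −1.97). With IFN, Casp1 (4.48 ± 0.37, adjusted p = 2.72e-09), Nox1 (4.41 ± 0.63, adjusted p = 1.29e-05) and Nefm (3.94 ± 0.50, adjusted p = 2.55e-06) were higher. Aqp1 (−2.70 ± 0.47, adjusted p = 0.000157), Lmcd1 (−2.16 ± 0.43, adjusted p = 0.000662) and Ramp3 (−2.15 ± 0.47, adjusted p = 0.00147) were lower. Among genes called alike in all 4 states, the largest mean log2 fold changes were those of Casp1 (3.87), P2rx7 (3.71) and Nox1 (3.67) upward, and Serpinb9 (−2.12), Lhfpl2 (−1.99) and Gm13316 (−1.89) downward. Their largest adjusted p over the 4 states was 1.55e-06, 0.000878, 0.000645, 2.60e-07, 0.000239 and 9.02e-06. The si-control libraries without cytokine held 1 to 3 counts of Casp1 each, where the ratio of si-dnmt to si-control was 14.2 (95% counting interval 7.03 to 33.7).

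Another question was how the loss of Dnmt1 alters immune genes of ECs under these cytokines, for which the study picked the co-stimulatory genes Icosl, Tnfsf4 and Cd40 on these samples. Tnfsf4 (ENSMUSG00000026700) was 3.70 ± 1.01 CPM in si-control and 19.7 ± 1.96 CPM in si-dnmt without cytokine, and 6.04 ± 1.94 and 33.8 ± 4.14 CPM with TNF + IFN. Its log2 fold change was 2.42 ± 0.22 without cytokine (adjusted p = 1.65e-08), 2.28 ± 0.21 with TNF (adjusted p = 2.18e-08), 2.56 ± 0.24 with IFN (adjusted p = 2.15e-08) and 2.49 ± 0.22 with TNF + IFN (adjusted p = 2.91e-08). Cd40 was 12.3 ± 4.61 CPM in si-control + TNF + IFN and 37.2 ± 7.93 CPM in si-dnmt + TNF + IFN. Its log2 fold change was 0.94 ± 0.33 (adjusted p = 0.0452), 1.67 ± 0.30 (adjusted p = 0.000189), 2.27 ± 0.34 (adjusted p = 2.44e-05) and 1.59 ± 0.27 (adjusted p = 0.000120) in the 4 states. Without cytokine the call of Cd40 was lost without si-control replicate 2 or 4 or si-dnmt replicate 3 or 4 (0.77 to 0.84), and it was 0.54 (adjusted p = 0.254) in replicates 1 and 2 alone and 1.21 (adjusted p = 0.00267) in replicates 3 and 4. This call was also lost with no low-count filter (0.96, adjusted p = 0.0605). Icosl was 2.12 ± 0.538 CPM in si-control + TNF and 7.92 ± 1.66 CPM in si-dnmt + TNF (1.90 ± 0.36, adjusted p = 0.000341). Without cytokine the libraries of si-control held 2 counts of Icosl in all and those of si-dnmt 20, a ratio of 8.20 (1.99 to 72.4) that was 12.8 without si-control replicate 2 and 3.43 without si-dnmt replicate 3. Its call there (adjusted p = 0.0298) was lost without si-control replicate 1 or 3 or si-dnmt replicate 3 (log2 fold change 1.54 to 2.38), and it was not called in replicates 1 and 2 alone (adjusted p = 0.562). With IFN, Icosl was 0.0815 ± 0.128 CPM in si-control and 0.454 ± 0.10005 CPM in si-dnmt (2.38 ± 0.65, adjusted p = 0.00932). The si-control libraries there held 6 counts in all, of which 5 were in replicate 4, without which the log2 fold change was 4.24 (adjusted p = 0.000784), and replicates 3 and 4 alone did not call it (1.496, adjusted p = 0.162). Under TNF + IFN, Icosl, Tnfsf4 and Cd40 had log2 fold changes of 3.65, 2.77 and 1.42 in replicates 1 and 2, and 3.54, 2.29 and 1.87 in replicates 3 and 4.

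The study also followed Cxcl9 by qPCR. In these libraries Cxcl9 was 0.0737 ± 0.0569 CPM in si-control and 1.21 ± 0.841 CPM in si-dnmt without cytokine, a ratio of 16.3 (95% counting interval 7.26 to 45.2), or 25.3 without si-control replicate 2. This difference was called (adjusted p = 0.0164), but not without si-dnmt replicate 2 (log2 fold change 3.42). Cxcl9 was 3.51 ± 0.606 and 19.8 ± 13.99 CPM with TNF (2.50 ± 0.55, adjusted p = 0.00155), and 112 ± 71.2 and 451 ± 289 CPM with IFN (2.01 ± 0.50, adjusted p = 0.00488). With TNF + IFN it was 3818 ± 737 and 6131 ± 2503 CPM, a difference that was not called (0.68 ± 0.48, adjusted p = 0.371). The replicate block called it (0.55, adjusted p = 0.0445), as did replicates 1 and 2 (0.89, adjusted p = 2.38e-06) and replicates 3 and 4 (0.32, adjusted p = 0.0128). Cxcl10 was higher without cytokine (12.1 ± 4.83 and 31.6 ± 6.82 CPM, log2 fold change 1.38 ± 0.29, adjusted p = 0.000951). It was not called with TNF (0.12, adjusted p = 0.802), IFN (0.34, adjusted p = 0.416) or TNF + IFN (0.08, adjusted p = 0.878). Under TNF + IFN its direction differed between replicates 1 and 2 (−0.04) and replicates 3 and 4 (0.23, adjusted p = 0.0400), and with IFN it was called in replicates 3 and 4 alone (0.83, adjusted p = 1.08e-07).

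Among adhesion molecules, Vcam1 rose from 46.9 ± 3.30 to 113 ± 21.1 CPM with si-dnmt without cytokine (1.28 ± 0.11, adjusted p = 5.66e-09) and from 985 ± 95.6 to 1326 ± 69.8 CPM with TNF + IFN (0.43 ± 0.11, adjusted p = 0.00592). It rose with IFN (1.04 ± 0.11, adjusted p = 1.29e-07) and was not called with TNF (0.25, adjusted p = 0.103), although replicates 3 and 4 alone called it (0.28, adjusted p = 0.0256) and every si-dnmt + TNF library (895 to 1024 CPM) lay above every si-control + TNF library (752 to 842 CPM). Icam1 was higher without cytokine (0.80 ± 0.22, adjusted p = 0.00973), though not when the 8 libraries were fitted alone (adjusted p = 0.0813). Its rise with TNF (0.67, adjusted p = 0.0289) was lost without si-control + TNF replicate 3 or 4 or si-dnmt + TNF replicate 1, 2 or 4 (0.57 to 0.67). With IFN (0.57, adjusted p = 0.0629) and TNF + IFN (0.56, adjusted p = 0.0714) Icam1 was not called. The replicate block called both (0.62, adjusted p = 0.000823, and 0.59, adjusted p = 0.00137), and so did each replicate set alone (0.28 and 0.95 with IFN, 0.38 and 0.78 with TNF + IFN) and leaving out si-control + IFN replicate 2 (0.76) or si-control + TNF + IFN replicate 1 (0.70). Sele was higher without cytokine (1.01 ± 0.25, adjusted p = 0.00422), with IFN (1.14, adjusted p = 0.00147) and with TNF + IFN (0.96, adjusted p = 0.00646). With TNF it was not called (0.67, adjusted p = 0.0503), where the block (0.66, adjusted p = 0.0303), each replicate set alone (0.38 and 1.12) and leaving out si-control + TNF replicate 1 or 2 (0.84 to 0.85) called it.

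Cd274, which encodes PD-L1, was higher without cytokine (8.49 ± 0.916 and 22.7 ± 0.944 CPM, log2 fold change 1.42 ± 0.25, adjusted p = 0.000187) and with TNF (0.69, adjusted p = 0.0398). The call with TNF was lost without si-control + TNF replicate 1, 3 or 4 or si-dnmt + TNF replicate 1 or 2 (0.61 to 0.68). With IFN it was not called (−0.27, adjusted p = 0.466), and its direction differed between replicates 1 and 2 (−0.53, adjusted p = 0.000659) and replicates 3 and 4 (0.17, adjusted p = 0.0786). With TNF + IFN it was not called (0.32, adjusted p = 0.397), although replicates 3 and 4 alone called it (0.47, adjusted p = 3.10e-05). The endothelial genes Cdh5 (−0.15 to 0.06) and Pecam1 (−0.18 to −0.01) were not called in any of the 4 states (adjusted p of at least 0.529).

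**Figure D4:**
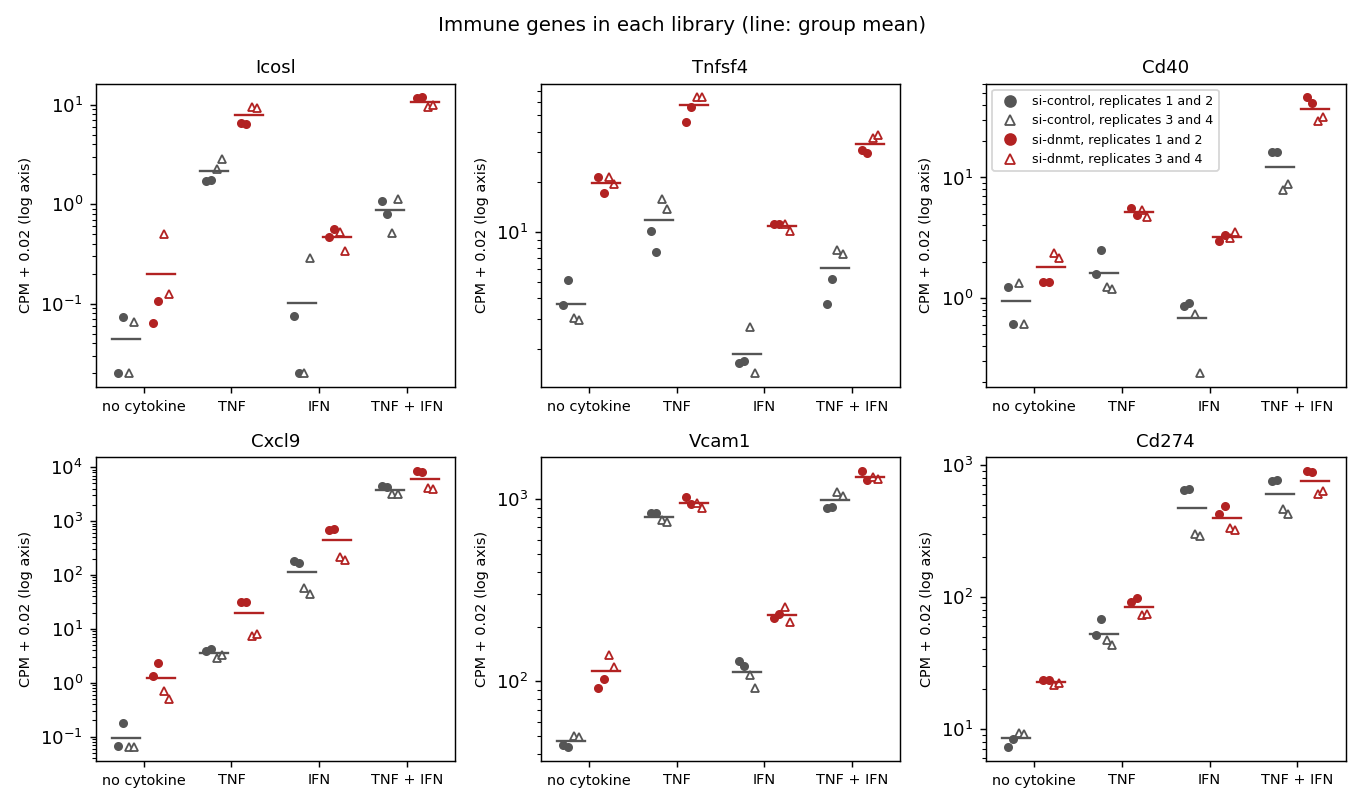
CPM plus 0.02 on a log axis for Icosl, Tnfsf4, Cd40, Cxcl9, Vcam1 and Cd274 in each library by cytokine state, grey for si-control and red for si-dnmt, with filled circles for replicates 1 and 2, open triangles for replicates 3 and 4 and lines for the group means. Tnfsf4 is higher in every si-dnmt library than in any si-control library of the same state, while the siRNAs overlap for Icosl without cytokine, for Cd274 with IFN and for Cd274 and Cxcl9 with TNF + IFN.

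The lists asked the same question of sets of genes, as the median log2 fold change of a list with camera's adjusted p over 18 tests. Co-stimulation genes were higher with si-dnmt without cytokine (median 0.94, 7 of 7 genes higher, adjusted p = 0.00106) and with TNF + IFN (1.40, 7 of 7, adjusted p = 9.18e-09). Of the 7 genes, 4 were called higher in each of these states over all genes, and 4 in each when adjusted over the list alone. T-cell trafficking genes were higher without cytokine (1.01, 12 of 13, adjusted p = 5.41e-10) and with TNF + IFN (0.37, 10 of 13, adjusted p = 0.00868), with 7 and 4 genes called over all genes and 8 and 6 adjusted over the list alone. Interferon response genes were higher without cytokine (0.71, 41 of 44, adjusted p = 1.84e-18), with 28 called over all genes and 32 adjusted over the list alone. With TNF + IFN the list was not called (0.08, 27 of 44, adjusted p = 0.393), with 2 genes called higher and 1 lower over all genes and 0 adjusted over the list alone. TNF response genes were higher without cytokine (0.69, 21 of 25, adjusted p = 5.41e-10, with 10 called and 13 adjusted over the list alone) and with TNF + IFN (0.28, 19 of 25, adjusted p = 5.59e-06). Cell cycle genes were not called without cytokine (−0.35, adjusted p = 0.162) and were lower as a list with TNF + IFN (−0.41, 3 of 20 higher, adjusted p = 0.0170). Over all genes, however, edgeR called 1 of them higher and 1 lower with TNF + IFN, and over the list alone 1 higher and 0 lower, where 8 were lower at an unadjusted p under 0.05 and DESeq2 called 2 lower. The list was called without cytokine when si-control replicate 1 or 2 was left out (−0.49 and −0.50), and not called with TNF + IFN when si-control + TNF + IFN replicate 3 or 4 was (−0.33 and −0.28). Of the germline list only Rhox5 was tested (1.55 without cytokine, adjusted p = 0.120, and 0.43 with TNF + IFN, adjusted p = 0.661), with camera. By edgeR over all genes, Rhox5 itself was called without cytokine (adjusted p = 0.00856) and with TNF (2.05, adjusted p = 0.000406), and not with IFN (0.87, adjusted p = 0.145) or TNF + IFN (adjusted p = 0.527). The other germline genes had at most 12 counts in any library.

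The alternative that moved these list results most was the replicate set. Without cytokine, the median in replicates 1 and 2 and in replicates 3 and 4 was 0.54 and 1.26 for co-stimulation, 0.83 and 1.21 for trafficking, 1.22 and 0.34 for interferon response and 0.14 and 1.32 for TNF response. With TNF + IFN these values were 1.41 and 1.38, 0.28 and 0.32, 0.01 and 0.23, and 0.27 and 0.20. Cell cycle changed sign between the sets, from 0.12 to −0.63 without cytokine and from 0.03 to −0.71 with TNF + IFN. With an estimated correlation between genes, co-stimulation in both states (adjusted p = 0.00946 and 5.21e-05), trafficking without cytokine (adjusted p = 0.00145) and TNF response without cytokine (adjusted p = 0.0340) were still called, as was the trafficking interaction given further on (adjusted p = 0.00650). The other list calls were not. Of those, fry kept all but cell cycle with TNF + IFN and the TNF response interaction, though it does not compare a list with the other genes.

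The interaction contrasts asked whether the siRNA effect differs between a cytokine state and none. For TNF, 5 genes were called, 1 higher and 4 lower: Smarca2 (0.60 ± 0.11, adjusted p = 0.0339), Zbp1 (−2.40 ± 0.41, adjusted p = 0.0150), Vcam1 (−1.02 ± 0.15, adjusted p = 0.00555), Slc16a10 (−0.80 ± 0.14, adjusted p = 0.0150) and Ascc3 (−0.70 ± 0.13, adjusted p = 0.0339), the last named after its values were seen. For IFN, 7 genes were called, all lower: Zbp1 (−2.93 ± 0.41, adjusted p = 0.000596), Gm12250 (−2.84 ± 0.45, adjusted p = 0.00290), Gbp8 (−1.86 ± 0.36, adjusted p = 0.0393) and, named after their values were seen, Psmb9, Apol10b, Gbp2 and Ube2l6. For TNF + IFN, 81 genes were called, 24 higher and 57 lower. Replicates 3 and 4 alone moved the first of these counts most, to 1221, and gave 154 and 1795 for the others. The replicate block gave 136, 59 and 638 genes. Leaving out a library moved the 5 genes to between 1 (si-dnmt + TNF replicate 3 or 4) and 13 (si-control + TNF replicate 1), and the 7 to between 4 and 15 (si-dnmt replicate 3). It moved the 81 to between 44 (si-dnmt + TNF + IFN replicate 4) and 97. The named genes for TNF + IFN were Col3a1 (3.14 ± 0.56, adjusted p = 0.00568), Hopx (2.31 ± 0.53, adjusted p = 0.0367) and Cep57l1 (1.85 ± 0.44, adjusted p = 0.0464) upward, and Mmp13 (−3.70 ± 0.59, adjusted p = 0.00188) and Zbp1 (−2.93 ± 0.41, adjusted p = 0.000299) downward. Slamf8 was also called (adjusted p = 0.0257), but si-control without cytokine held 0 counts, so that its fitted size depends on the prior count. Zbp1 was 3.03 ± 0.789 CPM in si-control and 24.2 ± 14.5 CPM in si-dnmt without cytokine, and 400 ± 51.5 and 418 ± 41.3 CPM with TNF + IFN.

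Leaving out single libraries ended several of these calls. Of the 16 libraries of its interaction, Smarca2 was lost without any but si-control replicate 4 and si-control + TNF replicates 1 and 2 (0.57 to 0.64). Cep57l1 was lost without any but si-control replicate 2 and si-dnmt + TNF + IFN replicates 3 and 4 (1.57 to 1.96). Hopx was lost without any but si-control replicates 1 and 2, si-dnmt replicates 1 and 4 and si-dnmt + TNF + IFN replicate 4 (2.02 to 2.41). Gbp8 was lost without any but si-control replicates 3 and 4, si-control + IFN replicates 3 and 4, si-dnmt replicate 3 and si-dnmt + IFN replicate 2 (−1.91 to −1.68). Slamf8 was lost without any si-control library or si-dnmt replicate 1 or 2 (−5.02 to −4.46, fitted values that depend on the prior count). Slc16a10 was lost without si-dnmt replicate 3 or si-dnmt + TNF replicate 1, 3 or 4 (−0.79 to −0.77), and Zbp1 with TNF without si-dnmt + TNF replicate 3 or 4 (−2.31 to −2.30). Replicates 1 and 2 alone did not call Smarca2 (0.50, adjusted p = 0.198) or Hopx (1.67, adjusted p = 0.0514), and replicates 3 and 4 alone did not call Slamf8 (adjusted p = 0.0827).

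Vcam1 was also called for TNF + IFN (−0.85 ± 0.15, adjusted p = 0.00635). Cd274 was not called for IFN (−1.68, adjusted p = 0.0594), where the replicate block (−1.62, adjusted p = 0.000148) and leaving out si-control + IFN replicate 3 or 4 or si-dnmt + IFN replicate 2 (−1.86 to −1.80) called it. So did DESeq2 size factors (−1.70, adjusted p = 0.0448), no low-count filter (−1.69, adjusted p = 0.0210) and replicates 1 and 2 alone (−2.13, adjusted p = 4.66e-08). The block also called Cxcl9 (−3.38, adjusted p = 0.0144), Cxcl10 (−1.26, adjusted p = 0.0383) and Cd274 (−1.06, adjusted p = 0.00619) for TNF + IFN. Among lists, the interaction with TNF + IFN was negative for trafficking (median −0.85, 1 of 13 genes higher, adjusted p = 3.31e-07), interferon response (−0.64, 1 of 44, adjusted p = 2.40e-26) and TNF response (−0.29, 5 of 25, adjusted p = 0.00448). In replicates 1 and 2 and in replicates 3 and 4 the medians were −0.41 and −1.08 for trafficking, −1.29 and −0.12 for interferon response, and 0.10 and −0.78 for TNF response. With an estimated correlation, interferon response (adjusted p = 0.0745) and TNF response (adjusted p = 0.303) were not called. Over all genes, 8 interferon response genes were called lower, and 18 were when adjusted over the list alone. Of the trafficking genes 1 was called lower over all genes, and 6 lower and 1 higher over the list alone. Of the TNF response genes edgeR called 0 either way, where 4 had an unadjusted p under 0.05 and DESeq2 called 0. The co-stimulation list was not called (adjusted p = 0.557), with a median of 0.07 and a mean of −0.02 that differ in sign. The TNF response call was lost without si-control replicate 3 or 4 (−0.14 and −0.10), and the median was −0.55 without si-control replicate 2. Germline (−1.13, adjusted p = 0.120) and cell cycle (−0.05, adjusted p = 0.252) were not called, but cell cycle was without si-control replicate 3 or 4 or si-control + TNF + IFN replicate 1 (−0.25, −0.20 and −0.21) and germline without si-dnmt + TNF + IFN replicate 4 (−1.46).

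The cytokine contrasts gave the response of the ECs themselves. In si-control, TNF changed 4691 genes (2460 higher, 2231 lower), IFN 2209 (1306 higher, 903 lower) and TNF + IFN 6889 (3587 higher, 3302 lower). In si-dnmt, TNF changed 3209 genes (1754 higher, 1455 lower), IFN 1375 (1016 higher, 359 lower) and TNF + IFN 6129 (3252 higher, 2877 lower). The replicate block moved the count for IFN in si-control to 3880, for TNF in si-dnmt to 5235 and for IFN in si-dnmt to 2892. With TNF in si-control, Spib was at least 60.7-fold higher, Adtrp at least 39.0-fold and Slc15a3 at least 17.9-fold, against a group with 0 counts in every library. Chodl was at least 17.7-fold lower, and Lmcd1 (−5.27 ± 0.50, adjusted p = 4.99e-09) and Galnt15 (−5.06 ± 0.65, adjusted p = 9.22e-07) fell. With IFN, H2-Ab1 was at least 871-fold and H2-Aa at least 578-fold higher, and Cd74, with 5 counts in si-control, rose by a ratio of 5125 (95% counting interval 2196 to 15784). Mycn (−3.46 ± 0.85, adjusted p = 0.00494), Grem1 (−3.05 ± 0.36, adjusted p = 1.67e-07) and Dkk2 (−2.94 ± 0.50, adjusted p = 0.000113) fell. With TNF + IFN, Cxcl9 rose by a ratio of 54861 (25205 to 149494), or 85437 without si-control replicate 2, which held 3 of the 6 counts, and H2-Aa and H2-Ab1 were each at least 1332-fold higher. Aqp1 fell from 223 ± 8.95 to 0.370 ± 0.177 CPM (−9.20 ± 0.68, adjusted p = 6.81e-12), and Scn3a (−8.07 ± 1.60, adjusted p = 0.000137) and Col3a1 (−7.16 ± 0.42, adjusted p = 5.96e-14) also fell.

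TNF-by-IFN interactions, which ask whether the combination differs from the sum of its parts on the log scale, were called for 162 genes in si-control (64 higher, 98 lower) and 54 in si-dnmt (27 higher, 27 lower). The replicate block gave 646 and 277. Without si-dnmt + TNF replicate 2 the count for si-dnmt fell to 35. In si-control the genes named upward were Cd40 (3.43 ± 0.48, adjusted p = 6.71e-05), Fam84a (3.00 ± 0.71, adjusted p = 0.0262) and Mxd1 (2.85 ± 0.51, adjusted p = 0.00175). Downward they were Ubd (−4.92 ± 0.91, adjusted p = 0.00270), Gm12250 (−4.88 ± 0.45, adjusted p = 1.07e-07) and Slamf8 (adjusted p = 0.00301), whose fitted size again depends on the prior count. In si-dnmt, Ly6i (2.94 ± 0.68, adjusted p = 0.0466), Sema4d (2.88 ± 0.43, adjusted p = 0.000314) and Mcf2l (2.78 ± 0.32, adjusted p = 1.05e-05) were higher. Ctss (−3.31 ± 0.68, adjusted p = 0.0176), Gm12250 (−3.16 ± 0.40, adjusted p = 3.90e-05) and Cd74 (adjusted p = 0.00808) were lower. For Cd74, si-dnmt without cytokine held 6 counts in all, so that its fitted size too depends on the prior count. Fam84a was lost without si-control + TNF replicate 1, 3 or 4, si-control + IFN replicate 3 or 4 or si-control + TNF + IFN replicate 1 or 2 (2.45 to 3.04). Ly6i was lost without any of its 16 libraries but si-dnmt replicate 4, si-dnmt + TNF replicate 2, si-dnmt + IFN replicate 3 and si-dnmt + TNF + IFN replicates 3 and 4 (2.60 to 3.03), and it was not called in replicates 3 and 4 alone (1.61, adjusted p = 0.548). Ctss was lost without si-dnmt replicate 3 or 4 or si-dnmt + TNF replicate 2 (−3.27 to −2.95). The three-way interaction called 0 genes with edgeR, where 285 genes had an unadjusted p under 0.05 and DESeq2 called 2. Without si-dnmt replicate 2 edgeR called 2.

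The induced-gene score placed the siRNAs on a common scale of cytokine response. It was 1.28 ± 0.07 (SD, n = 4) in si-control and 1.69 ± 0.02 in si-dnmt without cytokine, 2.42 ± 0.04 and 2.73 ± 0.14 with TNF, and 2.43 ± 0.11 and 2.71 ± 0.11 with IFN. Each of these 3 differences (0.41, 0.31 and 0.28) separated all 8 libraries (exact two-sided permutation p = 0.0286, the smallest the design allows, adjusted p = 0.0381). With TNF + IFN the score was 3.59 ± 0.17 and 3.85 ± 0.20, a difference of 0.27 that was not called (exact permutation p = 0.171). That test does not pair the libraries. With TNF + IFN the si-dnmt library lay above the si-control library of the same number in all 4 pairs, by 0.22 to 0.31, and the paired exact p was 0.125, the smallest that 4 pairs allow. Taking only genes raised at least 4-fold moved the differences most, to 0.61, 0.53, 0.41 and 0.44. Within replicates 1 and 2 the differences were 0.46, 0.41, 0.28 and 0.29 in the 4 states, and within replicates 3 and 4 they were 0.36, 0.21, 0.28 and 0.24, where a set of 2 against 2 libraries cannot give an adjusted p under 0.333.

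**Figure D5:**
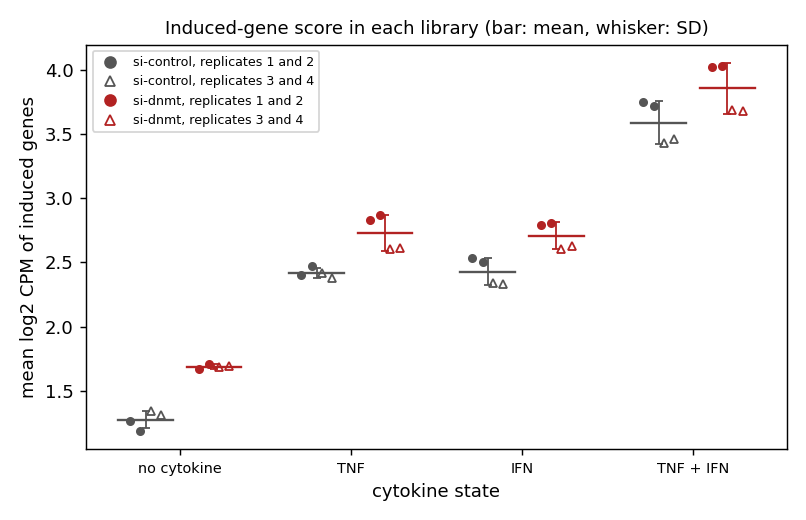
Induced-gene score (mean log2 CPM of 1486 genes) of each library by cytokine state, grey for si-control and red for si-dnmt, with filled circles for replicates 1 and 2, open triangles for replicates 3 and 4, bars for the group means and whiskers for the SD. The siRNAs do not overlap without cytokine, with TNF or with IFN, and they overlap with TNF + IFN.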

Values the study reported

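For ECs treated with IFNγ and TNFα together, the study counted 402 genes up-regulated and 284 genes down-regulated by bulk RNA-seq when Dnmt1 was silenced.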

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

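Tests chosen only after the result was seen were the scaling and replicate-set tests of the list and gene interactions, the ceiling test with the sets exchanged, the test of groups with next to no counts, and the number of outlying libraries set against chance.

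In groups of 4, the library farthest from the rest was compared with the group's range for the total count, the induced-gene score and the fixed genes. Its gap to the nearest other library passed Dixon's 95% critical value in 5 of 110 groups examined. As a share of the range, the gap was 0.849 for the total count of si-control + IFN replicate 2 (20957935, others 18749380 to 19083126) and 0.848 for that of si-dnmt + TNF replicate 4 (17952470, others 20051927 to 20427099). It was 0.862 for Icosl in si-dnmt replicate 3 (0.478 CPM, others 0.0445 to 0.104), 0.831 for Sele in si-dnmt replicate 1 (54.0 CPM, others 63.5 to 65.5) and 0.953 for Tnfsf4 in si-dnmt + IFN replicate 4 (10.1 CPM, others 11.2). Chance alone gives about 1 in 20 such groups, or 5.5 of 110 with an upper 95% limit of 10, so 5 is not more than this rate gives. The rate holds for 4 independent values, and the split of the groups into replicate sets breaks this, so chance cannot be told apart from other causes here. No library was the outlying one for more than 1 measure. Icosl in si-dnmt replicate 3 still matters for a call, because without it the log2 fold change of Icosl without cytokine was 1.54 and not called. No biological explanation of these libraries was tested.

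The siRNA effect of several genes differed between a cytokine state and no cytokine by the interaction test of edgeR. With TNF this held for Vcam1 (−1.02), Zbp1 (−2.40), Slc16a10 (−0.80) and Smarca2 (0.60). With IFN it held for Zbp1 (−2.93), Gm12250 (−2.84) and Gbp8 (−1.86), and with TNF + IFN for Vcam1 (−0.85), Zbp1 (−2.93), Mmp13 (−3.70), Slamf8 (−5.01), Col3a1 (3.14), Hopx (2.31) and Cep57l1 (1.85). For Zbp1, Vcam1, Gm12250, Gbp8 and Mmp13 the mean level rose from no cytokine to the cytokine state by more on the log2 scale in si-control than in si-dnmt, from a lower starting level. In the cytokine state, mean Zbp1 and Vcam1 were still higher in si-dnmt. Gm12250 (437 and 474 CPM), Gbp8 (110 and 189 CPM) and Mmp13 (6.85 and 39.3 CPM) were lower in si-dnmt than in si-control. The starting levels of Mmp13 lay close to the floor (0.148 CPM in si-control and 0.343 CPM in si-dnmt).

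Depth was tested against these 14 interactions by thinning every library to the lowest total, after which 11 were called with the same sign. The calls that ended were those of Smarca2 (0.60 ± 0.113, SE, before and 0.59 ± 0.12007, adjusted p = 0.0741, after), Gbp8 (−1.86 ± 0.357 and −1.84 ± 0.382, adjusted p = 0.0555) and Cep57l1 (1.85 ± 0.439 and 1.85 ± 0.443, adjusted p = 0.0501). In each the SE rose and the fold did not grow. Scaling by DESeq2 size factors left 13 called, all but Smarca2 (0.58, adjusted p = 0.0527). A term for the replicate set left all 14, but the sets are balanced over the groups, so this term could not take up an interaction and says nothing about the sets. Fitted in each set alone, 11 of the 14 were called with the same sign in both. Replicates 1 and 2 did not call Smarca2 (0.50, adjusted p = 0.198) or Hopx (1.67, adjusted p = 0.0514), and replicates 3 and 4 did not call Slamf8 (adjusted p = 0.0827), so these 3 stay open. A group with 3 counts or fewer in every library entered 1 interaction, that of Slamf8, whose size is therefore not measured. Depth, scaling, 1 replicate set alone and near-absent counts thus do not account for most of the 14. For Smarca2, Gbp8 and Cep57l1, leaving out single libraries also ended the call. With no low-count filter, Smarca2 (0.58, adjusted p = 0.294) and Slc16a10 (−0.83, adjusted p = 0.0967) were not called. Fitted on the groups of the contrast alone, 0 genes were called for siRNA-by-TNF, so every interaction with TNF above lost its call there. Reads shared between paralogs remain open for Gbp8 and Gm12250, since the counting of shared reads is not given in the sources used here. A biological difference in how si-dnmt and si-control cells respond, which the design names, remains a hypothesis.

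Of the lists, 3 had a siRNA effect that was smaller under TNF + IFN than without cytokine: T-cell trafficking (median −0.85), interferon response (−0.64) and TNF response (−0.29). Thinning to the lowest total gave −0.86, −0.63 and −0.24, and DESeq2 size factors gave −0.85, −0.65 and −0.28, which argues against depth and scaling for all 3. In the replicate set where the interaction lay closest to 0 or above it, trafficking was −0.41 and interferon response −0.12, both called with the preset correlation (adjusted p = 2.34e-05 and 0.00401). With a correlation estimated within that set neither was called (adjusted p = 0.0943 and 0.508), while the other set called both (−1.08, adjusted p = 0.00483, and −1.29, adjusted p = 0.00283). Both medians had the same sign in each set, but these calls leave open whether either interaction rests on 1 set. TNF response was 0.10 there, in replicates 1 and 2, and −0.78 in replicates 3 and 4. The interaction of this list therefore may belong to replicates 3 and 4 only.

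A ceiling was a further candidate explanation: genes already close to their highest level under TNF + IFN leave less room for the siRNA on the log scale. If so, genes with a larger induction should show a more negative interaction. To keep shared libraries from producing this relation, the interaction was taken from replicates 1 and 2 and the induction from replicates 3 and 4. Across genes, which are not independent replicates, Spearman's rho was −0.758 over the 13 trafficking genes and −0.474 over the 44 interferon response genes, which is in line with a ceiling. Over the 25 TNF response genes it was 0.0408, but the list had no negative interaction in replicates 1 and 2, so this value says nothing about a ceiling. With the sets exchanged, rho was −0.835 for trafficking, −0.306 for interferon response and −0.568 for TNF response, also in line with a ceiling. For interferon response this value lay close to the bound of −0.3 set for it, in the set where the interaction was small. A ceiling and a weaker response of Dnmt1-silenced cells to the cytokines predict the same sign and may both act, and the biological alternative was not tested apart from it. A ceiling at the TNF + IFN level should give a smaller interaction where a cytokine induces less. The trafficking median went with this (−0.23 with IFN, −0.51 with TNF), as did TNF response (0.086 and −0.25). Interferon response did not (−0.63 and −0.52), although its median induction in si-control was 1.82 and 1.56, against 2.74 with TNF + IFN. This argues against such a ceiling as the whole cause for that list, though these medians were not tested.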

How the results depend on the processing

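The term for the replicate set, replicates 1 and 2 alone and replicates 3 and 4 alone were chosen only after the data were seen. The other alternatives were written before the data were examined. Of 407 alternatives of the results of comparisons, not counting single libraries left out, 307 kept the call and stayed within 1.5 times of a count, 74 moved a count by more, 21 were weaker, 3 stronger and 2 reversed, that is, of the other sign with a call in at least 1 of the fits.

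The replicate structure moved the counts most. With the replicate number as a block, the genes called for si-dnmt against si-control went from 2816 to 4941 without cytokine, from 3050 to 5097 with TNF, from 3103 to 5258 with IFN and from 2699 to 4694 with TNF + IFN. A term for the set gave 5044, 5198, 5380 and 4772, and replicates 3 and 4 alone 5543, 5521, 5853 and 5497. Requiring an absolute log2 fold change of at least 1 gave 616, 676, 636 and 592. DESeq2 size factors, no low-count filter, the groups of the contrast alone, the merged table, DESeq2 and replicates 1 and 2 alone left these 4 counts within 1.5 times. The block and the term remove the difference between the sets from the residual spread, which raises the number of calls by construction. The cause of the other changes was not tested.

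For cytokines, the counts of TNF (4691), TNF + IFN (6889) in si-control and TNF + IFN in si-dnmt (6129) left the range of 1.5 times only with the fold condition (1462, 2837 and 2422). IFN in si-control (2209) went to 3880 with the replicate block, 3966 with the set term, 3903 in replicates 1 and 2, 3331 in replicates 3 and 4, 1387 with the groups of the contrast alone and 874 with the fold condition. TNF in si-dnmt (3209) went to 5235 with the block, 5311 with the set term, 5426 in replicates 1 and 2 and 992 with the fold condition. IFN in si-dnmt (1375) went to 2892 with the block, 2976 with the set term, 2987 in replicates 1 and 2, 2449 in replicates 3 and 4 and 573 with the fold condition.

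Interactions moved further. For siRNA-by-TNF (5 genes, 1 higher and 4 lower) the replicate block gave 136, the set term 165, replicates 1 and 2 303, replicates 3 and 4 1221, DESeq2 53, no filter and the fold condition 2 each, and the groups of the contrast alone 0, where all 32 libraries had 1011 genes at an unadjusted p under 0.05. DESeq2 size factors gave 4 genes, 0 higher and 4 lower. For siRNA-by-IFN (7) the block gave 59, the set term 67, replicates 1 and 2 276, replicates 3 and 4 154, DESeq2 32, DESeq2 size factors 14, no filter 12 and the groups alone 4. For siRNA-by-(TNF + IFN) (81) the block gave 638, the set term 715, replicates 1 and 2 747, replicates 3 and 4 1795, DESeq2 205, the fold condition 45 and the groups alone 41. For TNF-by-IFN in si-control (162) the block gave 646, the set term 699, replicates 1 and 2 1632, replicates 3 and 4 661, DESeq2 293 and the groups alone 94. In si-dnmt (54) these were 277, 303, 737, 318, 96 and 122. The three-way interaction (0 with edgeR, 285 at an unadjusted p under 0.05) gave 2 with the block, 3 with the set term, 98 in replicates 1 and 2, 9 in replicates 3 and 4 and 2 with DESeq2.

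The reversed results were both lists in replicates 1 and 2 alone: cell cycle under TNF + IFN (−0.41 to 0.034) and the TNF response interaction (−0.29 to 0.10). Both also lost their call with an estimated correlation (adjusted p = 0.644 and 0.303) and with fry (adjusted p = 0.206 and 0.202), with unchanged medians of −0.41 and −0.29. Replicates 1 and 2 alone ended the call of co-stimulation without cytokine (0.54). Replicates 3 and 4 alone called cell cycle without cytokine (−0.63) and interferon response under TNF + IFN (0.23). An estimated correlation ended the calls of interferon response without cytokine (0.71), trafficking (0.37) and TNF response (0.28) under TNF + IFN, and the interferon response interaction (−0.64). Fry, which does not compare a list with the other genes, kept these calls (adjusted p = 0.000938, 0.000978, 0.000938 and 0.0220 in the same order). Fry called Rhox5, the germline list, without cytokine (1.55, adjusted p = 0.00127). The adjusted p of the interferon response list without cytokine, for one, ranged from 1.64e-76 in replicates 1 and 2 alone to 0.120 with the estimated correlation. For the induced-gene score, the block and the set term left the differences at 0.412, 0.313 and 0.282, and they were 0.463, 0.412 and 0.282 in replicates 1 and 2 and 0.362, 0.215 and 0.281 in replicates 3 and 4. None of these designs can pass the threshold: the smallest adjusted p is 0.125 with the block, 0.0556 with the set term and 0.333 within a set. They therefore say nothing on stability.

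Of 165 results of single genes, the replicate block and the set term each left 157 unchanged and brought 8 past the threshold. These were Sele with TNF, Icam1 with IFN, Cxcl9 and Icam1 with TNF + IFN, Cd274 in the interaction with IFN, and Cxcl9, Cxcl10 and Cd274 in that with TNF + IFN. The block changed no other call of a gene or a list. Replicates 1 and 2 alone made 4 weaker and 13 stronger, replicates 3 and 4 alone 3 weaker and 16 stronger, the groups of the contrast alone (161 results) 13 weaker and 1 stronger, no filter 4 weaker and 1 stronger, DESeq2 size factors 1 weaker and 2 stronger, and DESeq2 6 stronger. The merged table changed none. None called here or in the alternative changed sign, though some values not called in either did (such as Cxcl10 under TNF + IFN, 0.08 to −0.04, or Cd274 with IFN, −0.27 to 0.17).

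Leaving out each library in turn gave 1990 to 2638 genes for the siRNA without cytokine, 2240 to 2891 with TNF, 2338 to 2995 with IFN and 2083 to 2443 with TNF + IFN. The log2 fold change of Dnmt1 stayed between −3.96 and −3.62, −4.05 and −3.68, −4.14 and −3.77, and −4.43 and −3.87. Cytokine counts in si-control were 3948 to 4497 for TNF, 1749 to 2077 for IFN and 6345 to 6562 for TNF + IFN, and in si-dnmt 2301 to 2990, 1048 to 1284 and 5511 to 5790. The scores differed by 0.38 to 0.43 without cytokine, 0.27 to 0.35 with TNF, 0.25 to 0.32 with IFN and 0.21 to 0.32 with TNF + IFN. Of 1776 results of single genes without a library, 102 were weaker, 7 stronger and none reversed.

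Interaction counts depended on single libraries. SiRNA-by-TNF (5) ranged from 1 to 13. It was 3 without si-control replicate 3, 8 without si-control replicate 4, 13 without si-control + TNF replicate 1 and 3 without its replicate 3. It was 3 without si-dnmt replicate 2, 2 without si-dnmt replicate 3, and 2, 3, 1 and 1 without si-dnmt + TNF replicates 1, 2, 3 and 4. SiRNA-by-IFN (7) ranged from 4 to 15. It was 4 without si-control replicate 1 or 2, si-control + IFN replicate 1, si-dnmt replicate 1 or 2, or si-dnmt + IFN replicate 1, 3 or 4. It was 12 without si-control replicate 3 or 4, 14 without si-control + IFN replicate 3 and 15 without si-dnmt replicate 3. SiRNA-by-(TNF + IFN) (81) ranged from 44 to 97, with 46 without si-control replicate 1, and 47 and 44 without si-dnmt + TNF + IFN replicates 3 and 4. TNF-by-IFN ranged from 124 to 174 in si-control and from 35 (without si-dnmt + TNF replicate 2) to 50 in si-dnmt. The three-way interaction ranged from 0 to 2 (without si-dnmt replicate 2).

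List medians without cytokine ranged over 0.77 to 1.16 for co-stimulation, 0.99 to 1.18 for trafficking, 0.60 to 0.86 for interferon response, 0.52 to 0.93 for TNF response, 1.32 to 1.83 for germline and −0.50 to −0.18 for cell cycle. With TNF + IFN they ranged over 1.26 to 1.54, 0.36 to 0.42, 0.01 to 0.19, 0.22 to 0.36, 0.09 to 0.70 and −0.52 to −0.28. The interactions ranged over 0.01 to 0.28, −0.94 to −0.69, −0.79 to −0.49, −0.55 to −0.10, −1.46 to −0.85 and −0.25 to 0.067. Cell cycle without cytokine was called without si-control replicate 1 (−0.49) or 2 (−0.50), and with TNF + IFN its call was lost without si-control + TNF + IFN replicate 3 (−0.33) or 4 (−0.28). The cell cycle interaction was called without si-control replicate 3 (−0.25) or 4 (−0.20) or si-control + TNF + IFN replicate 1 (−0.21). The TNF response interaction was lost without si-control replicate 3 (−0.14) or 4 (−0.10), and the germline interaction was called without si-dnmt + TNF + IFN replicate 4 (−1.46).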

Other observations

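Tests chosen only after the result was seen were those of the top genes' share of counts, of different siRNA oligonucleotides, of the NRF2, hypoxia and sterol lists, and of the interferon response list against knockdown depth.

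Replicates 1 and 2 of every group differed from replicates 3 and 4. With 1 term for the set, 9188 of 15254 genes were called by edgeR, 4334 higher and 4854 lower in replicates 3 and 4, and 1 of 100 splits of the libraries within groups gave as many (highest other 3), so chance can be excluded. The largest differences, chosen after their values were seen, were those of Msln (log2 4.07), Map1a (3.32) and Lrp1 (2.92) upward, and Scn3a (−3.93), Mmrn1 (−3.91) and Clca2 (−2.97) downward. The labels name no batch, and whether the sets are sequencing batches, days of culture or passages was not tested.

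Several technical causes of this difference were tested. Thinned to the lowest total, the libraries still gave 9041 called genes, and with DESeq2 size factors 9173, which argues against depth and scaling. The 10 most abundant genes took 6.79% of the counts in replicates 1 and 2 and 7.03% in replicates 3 and 4, a difference of 0.243 percentage points that is far too small for this pattern. The study used more than 1 Dnmt1 oligonucleotide, but the si-control libraries alone gave 7222 called genes between the sets and the si-dnmt libraries 8046, so different Dnmt1 oligonucleotides cannot be the whole cause. The state of the cultures is a candidate explanation. NRF2 targets were higher in replicates 3 and 4 (median 0.79, 11 of 12 called higher, by camera with an estimated correlation, adjusted p = 0.0195), among them Txnrd1 with 399 and 738 CPM. Sterol synthesis genes were lower (−0.98, 8 of 8 called lower, adjusted p = 0.0195). Both go with a difference of culture state and do not say what it was. Since these lists were written after the data were seen, their adjusted p is no independent test of it. The hypoxia list stayed open (−0.46, 2 called higher and 8 lower, adjusted p = 0.0613).

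Cells of another type in 1 of the sets were tested with marker genes, of which the cultures expressed few. Fibroblast markers moved apart (median 0.43, 2 of 4 tested called higher and 2 lower), and the most abundant, Thy1, fell from 223 to 133 CPM, which argues against fibroblasts. Epithelial markers were higher (1.09, 2 of 6 tested), led by Krt18 with 5.75 and 12.2 CPM. Pericyte markers were also higher (1.33, 2 of 6 tested), led by Acta2 with 45.8 and 101 CPM. By camera with an estimated correlation the adjusted p was 0.0623 for epithelial and 0.0195 for pericyte markers, the latter as for NRF2 targets and sterol synthesis. Leukocyte markers went both ways (−0.52, 2 of 6 tested), with Cd68 at 75.8 and 144 CPM. With 2 genes each, epithelial cells, pericytes and leukocytes cannot be told apart from a change of these genes in the ECs.

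The effect of si-dnmt itself differed between the sets. The siRNA-by-set term called 2450 genes (857 higher, 1593 lower), and 2 of 100 splits gave as many. Splits that mix the sets on each side widen the spread and lower their counts, so this number cannot decide on chance. The other split with as many calls had 4147 genes, which points to structure among the samples. A split that exchanges the sets in 1 siRNA carries the difference between the sets into this term. Dnmt1 fell further in replicates 3 and 4 (siRNA-by-set log2 −1.66, adjusted p = 4.39e-11). Across 14721 genes the siRNA effect correlated between the sets at r = 0.740 (Pearson, across genes), and of 8889 genes called for the mean effect and tested in both sets, 8576 had the same direction. Choosing genes by a called mean effect favours those that agree between the sets, so the 8576 say little about agreement by themselves. Depth is argued against, since thinned libraries gave 2365 genes. If deeper knockdown were the cause, effects should be larger in replicates 3 and 4. They were for 5367 of the 8889 genes, with a median difference of only 0.063, which leaves knockdown depth open as a part of the cause. Without cytokine, the median siRNA effect was larger in replicates 3 and 4 for TNF response (0.14 and 1.32), co-stimulation (0.54 and 1.26) and trafficking (0.83 and 1.21). Over all states the siRNA-by-set medians of these lists were smaller, at 0.21, 0.22 and 0.087 (by camera with an estimated correlation, adjusted p = 0.120, 0.224 and 0.394). The interferon response list moved the other way (−0.88), which argues against knockdown depth for that list without cytokine, while over all states its siRNA-by-set median was only −0.16 (estimated correlation, adjusted p = 0.585). The cell cycle list had a lower siRNA effect in replicates 3 and 4 (−0.70, by camera with an estimated correlation, adjusted p = 0.0277).

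Among genes raised by a cytokine in si-control, many were also higher with si-dnmt. To avoid shared libraries, the siRNA effect was taken from libraries of another cytokine state. Of 767 genes raised at least 2-fold by TNF, 65.7% were higher with si-dnmt in the IFN state (median 0.30), and of 621 raised at least 2-fold by IFN, 72.3% were higher in the TNF state (median 0.31). Of 695 genes lowered at least 2-fold by TNF, 66.0% were lower with si-dnmt in the IFN state (median −0.24). Of 253 lowered at least 2-fold by IFN, 60.1% were lower in the TNF state (median −0.16). Over all 15254 genes the correlation was weak, with r = 0.232 and rho = 0.117 for TNF, and r = 0.173 and rho = 0.0384 for IFN. Silencing of Dnmt1 may therefore share part of its effect with either cytokine, but TNF-like and IFN-like effects cannot be told apart here, because both correlations are low. Transfection acts on both siRNA groups and was not tested apart.

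Other splits of the samples were counted with each contrast fitted on its own 8 libraries. For si-dnmt against si-control, the real split called the most genes of 35 with IFN (2356, highest other 1806) and with TNF + IFN (2255, highest other 1725), so 1 of 35 splits was as large and chance can be excluded. Without cytokine (2007, highest other 2524) and with TNF (2308, highest other 2536), 2 of 35 splits were as large, so chance is not excluded by this count alone. In every one of these contrasts the highest other split was that of replicates 1 and 2 against 3 and 4. For cytokines, 1 of 35 splits was as large for TNF in si-control (3149, highest other 1407) and in si-dnmt (2973, highest other 2077), and for TNF + IFN in si-control (5756, highest other 550) and in si-dnmt (5755, highest other 831). For IFN, 2 of 35 were as large in si-control (1387, highest other 2774) and in si-dnmt (1334, highest other 3782), again with the split between the sets on top. Among the 8 splits that part all 4 pairs of equal number, the real one was the only one with any call in each of the 10 contrasts. The others differ in having both siRNAs or cytokine states on each side.

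For interactions, 100 drawn splits were counted. The siRNA labels were reassigned within each cytokine state, or for TNF-by-IFN the TNF labels within each IFN state, so that some splits carry real effects into the interaction. The siRNA-by-TNF interaction called 0 genes on its own libraries, which all 100 splits reach whatever the data (highest other 2135), so this count says nothing about chance. All 32 libraries gave 1011 genes at an unadjusted p under 0.05, DESeq2 called 53 and the replicate block 136. For siRNA-by-IFN (4 genes, highest other 1327) 9 of 100 were as large, and for TNF-by-IFN in si-dnmt (122, highest other 3439) 6 of 100. Because some splits carry real effects or the difference between the sets into the interaction, these counts cannot decide on chance. The replicate block called 59 and 277 genes. The genes named for siRNA-by-IFN, Zbp1, Gm12250 and Gbp8, were called in each replicate set alone (adjusted p of at most 0.00123). The three-way interaction (0 with edgeR, 285 at an unadjusted p under 0.05 and 2 with DESeq2, highest other 2) again has all 100 as large because the count is 0, which says nothing about chance. For siRNA-by-(TNF + IFN) (41, highest other 55) 2 of 100 were as large, and for TNF-by-IFN in si-control (94, highest other 3299) 4 of 100, which excludes chance at this number of splits. The splits with over 1000 genes point to the replicate sets or to real effects moved by the labels.

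Under TNF + IFN, 1369 genes were higher with si-dnmt here. That is higher than the value quoted from the study above. The genes lower with si-dnmt here numbered 1330. This count is also higher than the value quoted from the study above. With an absolute log2 fold change of at least 1 as a further condition, 592 genes were called, 392 higher and 200 lower. The study counts P under 0.05 as significant in general, and names no adjustment or fold threshold for the quoted values. It cites for them a Venn diagram whose legend speaks of unique genes in the samples. Whether the quoted values count all changed genes is not stated.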
